# Cationic liposomes induce cytotoxicity in HepG2 via regulation of lipid metabolism based on whole-transcriptome sequencing analysis

**DOI:** 10.1186/s40360-018-0230-5

**Published:** 2018-07-11

**Authors:** Ying Li, Xiu-Liang Cui, Qing-Shan Chen, Jing Yu, Hai Zhang, Jie Gao, Du-Xin Sun, Guo-Qing Zhang

**Keywords:** Cationic liposomes, Nanoparticle, Cytotoxicity, RNA-seq, Lipid metabolism

## Abstract

**Backgroud:**

Cationic liposomes (CLs) can be used as non-viral vectors in gene transfer and drug delivery. However, the underlying molecular mechanism of its cytotoxicity has not been well elucidated yet.

**Methods:**

We herein report a systems biology approach based on whole-transcriptome sequencing coupled with computational method to identify the predominant genes and pathways involved in the cytotoxicity of CLs in HepG2 cell line.

**Results:**

Firstly, we validated the concentration-dependent cytotoxicity of CLs with an IC_50_ of 120 μg/ml in HepG2 exposed for 24 h. Subsequently, we used whole-transcriptome sequencing to identify 220 (77 up- and 143 down-regulated) differentially expressed genes (DEGs). Gene ontology (GO) and pathway analysis showed that these DEGs were mainly related to cholesterol, steroid, lipid biosynthetic and metabolic processes. Additionally, “key regulatory” genes were identified using gene act, pathway act and co-expression network analysis, and expression levels of 11 interested altered genes were confirmed by quantitative real time PCR. Interestingly, no cell cycle arrest was observed through flow cytometry.

**Conclusions:**

These data are expected to provide deep insights into the molecular mechanism of CLs cytotoxicity.

## Background

Gene therapy is a promising approach for the prevention and treatment of severe human diseases such as cancer and AIDs. One of the major obstacles to the clinical success of gene therapy is the lack of effective gene transfer vectors. Offering numerous advantages for gene transfection and drug delivery, nanomaterials are considered as promising diagnostic and therapeutic candidates in medicine [1]. Synthetic vectors, though generally not as efficient as viral vectors, have the potential advantages of being non-immunogenic, versatile and easier to produce. Moreover, synthetic vectors such as cationic liposomes (CLs) can protect drugs from being degraded in the body before they reach their target, and allow for better control over the timing and distribution of drugs to tumor tissue [2]. For example, CLs have a high affinity to the endothelial cells of tumor blood vessels, thus allowing for selective targeting and delivery of paclitaxel to the tumor microenvironment [3]. To date, liposomes have been the most used nanovectors for drug delivery, of which liposomal doxorubicin and amphotericin B received accelerated approval as early as 1995 [4] followed by liposomal daunorubicin in 1996 [5]. More liposomes are currently undergoing advanced clinical trials [6]. Additionally, CLs have also been verified to protect siRNA from RNase degradation efficiently [7]. With more CLs put into clinical use, their cytotoxicity has become a vital concern. CLs present the unique properties of nanoparticles, such as surface and interface effect, small size effect, and quantum size effect, which lead to their specific distribution and accumulation in organs and tissues in vivo. Moreover, due to high concentrations of negatively charged plasma proteins including glycosaminoglycan, glycoprotein and apolipoproteins, CLs could aggregate into micelles and cause cytotoxicity [8]*.* In a word, CLs may exert their effect on cell function through various ways.

The liver is considered to be the main organ of metabolic clearance for most drugs and xenobiotics. Previous studies have shown that nanoparticles are preferentially deposited in the liver under systemic exposure, resulting in prolonged retention within the organ and some instances that are significantly hepatoxic [9, 10]. Therapeutic or toxicological studies showed that when nanoparticles doses overwhelmed the hepatic biodegradation capacity, the excess would accumulate in the organ over a long period of time [11]. In this study, we chose human liver-derived hepatoma cells (HepG2) to carry out our research. Additionally, HepG2 cells have been used for studying delivery and cytotoxicity of CLs [12, 13].

It was reported that oxidative stress, autophagy, and certain physicochemical properties could induce cytotoxicity of nanoparticles. High reactive oxygen species (ROS) induced by nanoparticles may damage cells by peroxidizing lipids, disrupting DNA [14, 15], interfering with signaling functions, and modulating gene transcription [16]. Other studies demonstrated that inhibition of autophagy reversed cell death caused by cationic PAMAM dendrimers, indicating the cytotoxic role of autophagy [17, 18]. It was reported that some nanoparticles caused the unfolding of fibrinogen [19] and elevation of proinflammatory cytokines [20]. However, the CLs biological activities are complicated and mechanism of CLs cytotoxicity remains ambiguous.

Additionally, there were few studies to identify key genes and pathways involved in cytotoxicity of CLs. Spurred on by the development of deep sequencing technology, we are allowed to investigate the mechanisms of CLs cytotoxicity at the whole-transcriptome level. In the present study, we used high-throughput RNA-seq technology to explore the potential mechanism underlying CLs cytotoxicity at whole-transcriptome level by analyzing changes in the global gene expression profile in HepG2 cells after CLs exposure for the first time. The purpose of this study is to obtain transcriptome information of HepG2 cells exposed to CLs and preliminarily investigate molecular mechanism regarding the relationship between levels of genes expression and cytotoxicity of CLs. In this study, differentially expressed genes (DEGs), related gene ontology (GO) and pathways were determined. Subsequently, gene act, pathway act and co-expression network were constructed to further explore the role of the related genes and pathways.

## Methods

### Preparation of CLs

CLs were prepared by using the thin-film dispersion method as described previously with minor modification [21]. Briefly, 27.97 mg 1,2-dioleoyl-3-trimethylammonium-propane (DOTAP) (Avanti Polar Lipids, 890890P, USA), 11 mg cholesterol (Sigma-Aldrich, C8667, USA) and 10.48 mg DSPE-mPEG 2000 (Avanti Polar Lipids, 880120P, USA) in chloroform solutions were mixed in a round-bottomed flask for 45 min-1 h to form dry film. Then the lipid film was rehydrated with 10 ml 10 mM phosphate-buffered saline (PBS, PH 7.4) using a rotary evaporator (Senco, China, Shanghai). After the liposome film hydration in PBS, the liposome dispersion was ultrasonicated for 10 min. Subsequently, CLs were downsized by a high-pressure hand-held extrusion through 400 nm, 200 nm, and 100 nm polycarbonate and polyester membranes (Whatman, UK) at 65 °C using a liposome extruder LF-1 (Avestin, Canada). The obtained CLs in PBS were stored as stock solution at 4 °C.

### Dynamic light scattering (DLS)

Mean diameter, polydispersity index (PDI), and zeta-potential of CLs were performed by using Malvern Zetasizer ZS90 (Malvern instruments Ltd., UK) according to the standard operation protocol. CLs were diluted 1:10 in Milli-QH_2_O, and all the operations were detected after room temperature balance for 10 min. Each assay was performed in three replications.

### Cell viability assay

HepG2 cells (American Type Culture Collection, HB-8065) were cultured in Dulbecco’s Modified Eagle Medium (DMEM, Invitrogen) containing 10% fetal bovine serum (FBS, Hyclone), 100 U/ml penicillin and 100 μg/ml streptomycin (Corning, USA) and maintained at 37 °C in a humidified 5% carbon dioxide (CO_2_) atmosphere. Cell viability was assessed by the Cell Counting Kit-8 (CCK-8) kit (Dojindo, Japan) according to the instruction. 100 μg/ml ZnO nanoparticles (IBU-tec, Germany) were used as a positive control. Briefly, HepG2 cells were seeded in 96-well plate at a density of 3000/well and incubated for 24 h. The cells were then exposed to a series of concentrations of CLs (25, 50, 100, 200, 400, 800, 1600, 3200 μg/ml) for another 24 h. Added 10 μl of the CCK-8 solution to each well of the plate, incubated the plate for 2 h in the incubator, and measured the absorbance the 450 nm using a microplate reader (Thermo Scientific Multiskan MK3). The data was normalized to the blank, and six independent experiments were conducted. Half-maximum inhibitory concentration (IC_50_) value of CLs was determined by GraphPad Prism 5.

### RNA extraction and RNA-sequencing (RNA-seq)

Total RNA was extracted using Trizol Reagent (Invitrogen, USA) according to the manufacturer’s instruction. RNA quantity and RNA integrity number (RIN) were assessed by Agilent 2200 bioanalyzer. Sample RNA with the RIN value below 6.4 was discarded [22]. The complementary DNA (cDNA) libraries for single-end sequencing were prepared using Ion Total RNA-seq Kit v2.0 (Life technologies, USA) according to the protocol provided by the manufacturer.

### Filtering raw reads and mapping statistics

We applied Fast-QC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) software to assess the quality of data, including the distribution of the base quality value, content of GC, proportion of PCR duplication, and frequency of kmers. MapSplice v2.1.8 software was used for RNA-seq read mapping analysis, whose core program is Bowtie. It has been approved a highly accurate algorithm for the alignment of RNA-seq reads to splice junctions [23]. We calculated the mapping rate for filtered clean reads and the distribution of genes on chromosomes.

### Identification of differentially expressed genes (DEGs)

To quantify the expression levels of the transcripts, the RNA-seq data normalization was carried out to obtain an RPKM value [24]. We applied EBSeq to filter the DEGs. After the statistical analysis, we screened the DEGs by the following criteria: fold change>1.50 or fold change<0.67, FDR<0.05.

### Functional analysis of DEGs

#### Gene ontology (GO) analysis

The enriched biological processes were identified using Fisher’s exact test and χ^2^ test, and the false discovery rate (FDR) was calculated to correct the *P*-value. Within the significant category, the enrichment Re was given by Re = (*n*_*f*_/*n*)/(*N*_*f*_/*N*), where *n*_*f*_ is the number of DEGs within the particular category, *n* is the total number of genes with the same category, *N*_*f*_ is the number of DEGs, and *N* is the total number of genes. Only categories that had a significance of *P*-value< 0.05 and FDR<0.05 were reported. GO terms were organized as a directed acyclic graph (DAG), and we performed GO tree analysis to investigate the internal relationship between the enriched GO terms.

#### Pathway analysis

Fisher’s exact test and χ^2^ test were used to identify the significantly enriched pathways of the DEGs, and the threshold of significance was defined by P-value and FDR [25]. Pathway categories with P-value<0.05 and FDR<0.05 were reported.

### Network analysis of DEGs

Network analysis was performed to trace the interactions among DEGs (*p*-value<0.01). Gene interaction and co-expression networks were constructed, and Cytoscape was used for graphical representation [26]. The gene interaction network was built using KEGG pathways as a background network, which provided information about the relationship among the genes, proteins and compounds [27, 28].

The co-expression network was built according to the normalized signal intensity of their expression levels. For each pair of genes, we calculated the Pearson’s correlation and chose the significant correlation pairs to construct the network [29]. Degree centrality and K-core were two widely used topological importance indicators [30, 31]. In our analysis, “key regulatory” genes were determined by the degree and k-core differences between control and CLs-treated groups.

### Quantitative real-time reverse transcription-PCR (qRT-PCR) assay

A 2-step method for qRT-PCR was used to determine mRNA expression level. Briefly, cDNA was synthesized using oligo (dT) primers with PrimeScript™ II 1st strand cDNA synthesis Kit (Takara Biotechnology, China) according to the manufacturer’s protocol. qRT-PCR was performed using Applied Biosystems StepOne™ Real-Time PCR System (Applied Biosystems, USA) and SYBR Premix Ex Taq™ (Tli RNaseH Plus) kit (Takara Biotechnology, China). The primers of these detected genes were shown in Table 5 and primers for endogenous reference gene GAPDH applied a commercial product (Sangon Biotech, China). The expression levels were measured in terms of the cycle threshold (Ct) and were normalized to GAPDH expression using the 2^-△△Ct^ method [32].

### Cell cycle analysis

Cell cycle was analyzed using flow cytometry (FCM). The concentration of 120 μM and exposure of 24 h was applied in CLs-treated group and 25 μM resveratrol was adopted as a positive control group. HepG2 cells were harvested, washed once in PBS, and then fixed in 75% pre-cold ethanol for 6 h at 4 °C. Staining for DNA content was performed with 50 μg/ml propidium iodide (PI) and 1 mg/ml RNase (BD Biosciences, USA) for 15 min at room temperature. Stained cells were analyzed by cell cycle distribution on MACS Quant Analyzer (Germany).

## Results

### Synthesis, characterization and concentration-dependent cytotoxicity of CLs

CLs were successfully synthesized using the thin-film dispersion method. Subsequently, CLs were characterized using DLS to determine their mean diameter and size distribution. All the data represented the mean of three independent experiments. DLS revealed that their mean diameter size was 158 nm and they were well-distributed (PDI = 0.13). The zeta potential of CLs was + 22.1 mV.

In CCK-8 test, morphological alteration was observed under the microscope. Then, the concentration-dependency of cytotoxicity was investigated with an IC_50_ of 120 μg/ml via a cell viability assay, as shown in Fig. 1. It showed 14% inhibition of cell viability and no obvious cytotoxicity at the concentration of 25 μg/ml. However, at the highest concentration (3200 μg/ml), the inhibition increased to approximately 90% after 24 h of CLs exposure, suggesting that the high dose of CLs showed significant cell toxicity. In summary, CLs could induce obvious morphological alteration and significant cell viability reduction in HepG2 cells, which indicated the cytotoxic effect of CLs.

**Fig. 1:**
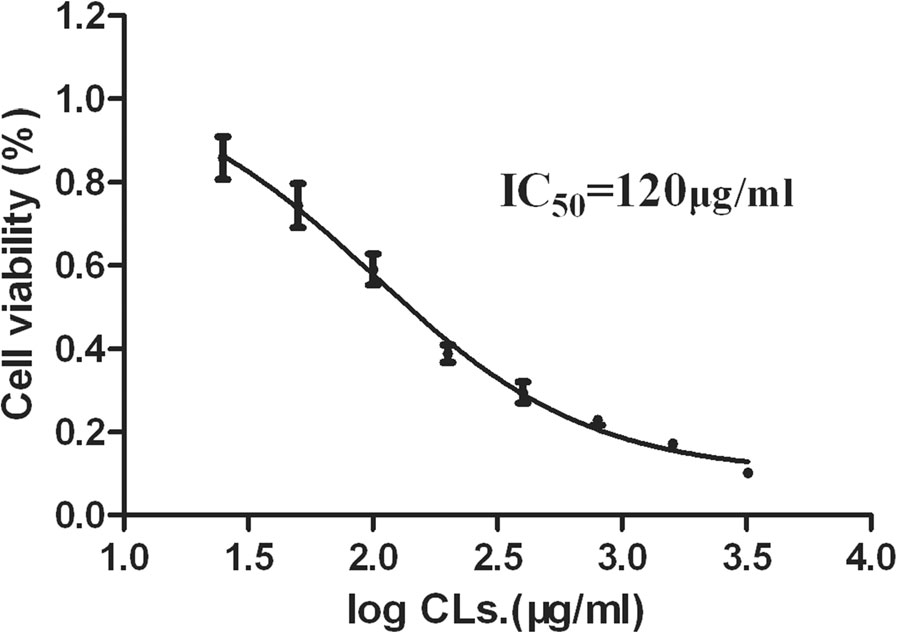
HepG2 cytotoxicity of CLs at a series of concentrations (exposure for 24 h)

### DEGs identification between control and CLs-treated groups

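Gene expression was measured by RNA-seq in cells that the paper names HepG2, a human liver cancer cell line. There were 3 control samples (Control-1 to Control-3) and 3 samples exposed to CLs for 24 h (CLs-1 to CLs-3). Of 25 genes typical of hepatocytes, 19 were at or under 3 counts in all 3 control samples. The identity of the cells is therefore left open here. The dose of CLs was 120 μg/ml by the paper's Discussion. The sample labels give 120 μM, as do the paper's methods for its cell cycle analysis. The authors mapped the reads with MapSplice and deposited the number of reads on each of 40205 genes, listed by gene symbol, as whole-number counts without normalization. The totals were 11784181, 11714498 and 11620295 counts in Control-1, Control-2 and Control-3, with a median of 11714498. They were 13998946, 11696743 and 11418527 counts in CLs-1, CLs-2 and CLs-3, with a median of 11696743. From these counts, genes with too few reads were set aside with edgeR's filterByExpr, which left 15047 genes. Counts were scaled by the TMM method, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over these genes. The fold change criteria were the paper's, above 1.5 or below 0.67, with an adjusted p-value under 0.05. Values are given as CPM, the counts relative to the TMM-scaled library total, as mean ± SD over the 3 samples of a group. With 3 samples against 3, an exact two-sided permutation test of a single gene cannot go below p = 0.10. A gene at or under 3 counts in a library was taken as at the floor of what the depth can show. Relative to library totals without the TMM scaling, 3 counts correspond to 0.214 to 0.263 CPM. Both the filter and the choice of test change the number of genes called.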

RNA-seq was employed to investigate the potential mechanism of cytotoxicity of CLs. The concentrations of 6 extracted RNAs were between 0.65–1.22 mg/ml and they had an average RIN value of 8.0 ± 0.6 (average ± standard error). The RNA sequencing generated approximately 12 gigabases (Gb) of raw data that were uploaded in NCBI with GEO accession number GSE89701. The filtered data set comprised approximately 15 million total reads that were distributed almost evenly between the six samples (Table 1), yielding a high sequencing depth (14.71–19.16 million raw data reads per sample). The average GC content was approximately 51% for each sample. 

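The total counts on genes can be set against the mapped reads in Table 1 of the paper. They made up 88.9%, 89.0% and 87.8% of the mapped reads in Control-1, Control-2 and Control-3. The share was 87.6%, 89.1% and 88.9% in CLs-1, CLs-2 and CLs-3. The 10 genes with the most reads took between 5.77% of the counts in Control-1 and 7.93% in Control-3. At least 1 read was counted on 20614, 20847 and 20950 genes in the 3 control samples and on 22034, 20946 and 20814 genes in CLs-1, CLs-2 and CLs-3.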

Approximately 13.60 ± 1.17 million reads (83.4–87.3%) were mapped to the human genome sequence in the 6 independent samples and 13.00 ± 1.08 million reads were uniquely aligned to the human genome. The RNA-seq data normalization was carried out to determine the RPKM value [24].

**Table 1:** Mapping statistics, reads distribution and quantification of RNA-seq

Sample ID	Raw reads (million)	Unmapped reads (million)	Mapped reads (million)	Mapped ratio (%)	Uniquely mapped ratio (%)
Control-1	15.20	1.94	13.26	87.2	83.5
Control-2	15.25	2.09	13.16	86.3	82.7
Control-3	15.15	1.93	13.23	87.3	83.5
CLs-1	19.16	3.18	15.98	83.4	79.2
CLs-2	15.11	1.98	13.13	86.9	83.0
CLs-3	14.72	1.87	12.85	87.3	83.5

To characterize the gene expression changes induced by CLs, the EBSeq algorithm was conducted and the criteria of screening DEGs was as follows: fold change>1.50 or fold change<0.67, FDR<0.05. 

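By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 genes were up-regulated and 11 were down-regulated in the CLs-treated group at the paper's criteria. At an unadjusted p-value under 0.05 there were 874 genes. All 13 genes were among those of Fig. 2a, with the same direction. In each of them the 3 CLs-treated samples lay beyond the 3 control samples. This separation was seen in 11.5% of all tested genes, against 10% by chance. The largest increase was in ANGPTL4, whose log2 fold change was 4.09 (standard error 0.56, adjusted p = 0.0279 from edgeR's quasi-likelihood test). Its CPM was 0.776 ± 0.170 (SD, n = 3) in the control group and 13.4 ± 10.6 (SD, n = 3) in the CLs-treated group. The counts of ANGPTL4 were 99, 90 and 293 in CLs-1, CLs-2 and CLs-3, and without CLs-3 its log2 fold change was 3.22. It passed the criteria in 1 of the 6 fits that each left out 1 sample, and not under an EBSeq model written out by hand. It did pass in DESeq2's Wald test, with no filter on low counts and with the replicate number as a block. TINAGL1 showed the largest decrease, from 35.6 ± 4.81 to 6.80 ± 1.83 CPM, with a log2 fold change of -2.39 (standard error 0.21, adjusted p = 0.00146). The log2 fold changes of PRICKLE1, C10orf54 and ABCB1 were -2.16, -2.06 and -2.05. Those of KRT18P17, MAMDC2, NEDD9, SGK223 and ARHGAP23 lay between -1.32 and -0.88, and KRT18P17 is a pseudogene whose reads could have been split with KRT18. Of the genes of Fig. 2a, 173 had enough reads to be tested, and all 173 changed in the direction of the figure. All 173 also passed when the p-values were adjusted over that list alone, but the list was chosen on these same data. Of the alternatives over all 6 samples, the one that moved the number of genes most was to test every gene with a read, which called 58 up-regulated and 113 down-regulated genes. When the replicate number was added as a block, 12 genes were up-regulated and 56 were down-regulated. The deviations from the group means had a correlation across genes of 0.111, 0.099 and 0.305 between the samples numbered 1, 2 and 3, and at most 0.078 between samples with different numbers.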

There were 77 genes up-regulated and 143 genes down-regulated (Fig. 2a). 

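Of the metabolic genes PLA2G3, SLC27A6, HOGA1, TM7SF2, DHCR7, LSS, SRD5A3, AKR1C4 and PDK4, PDK4 passed the criteria in the count test. Its CPM was 6.01 ± 0.595 (SD, n = 3) in the control group and 34.8 ± 6.42 (SD, n = 3) in the CLs-treated group. The log2 fold change of PDK4 was 2.53 (standard error 0.19, adjusted p = 0.000615 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DHCR7 fell from 184.3 ± 22.2 to 103.8 ± 5.38 CPM, a log2 fold change of -0.83 (standard error 0.14, adjusted p = 0.0562). LSS fell from 144.9 ± 20.2 to 91.5 ± 2.69 CPM, a log2 fold change of -0.66 (standard error 0.14, adjusted p = 0.173). The log2 fold changes of HOGA1, SLC27A6 and TM7SF2 were -1.24, -1.48 and -0.97, with standard errors of 0.26, 0.40 and 0.29. Their adjusted p-values from the same test were 0.173, 0.327 and 0.392. SRD5A3 and AKR1C4 rose, with log2 fold changes of 0.74 and 0.99 and adjusted p-values of 0.347 and 0.252. PLA2G3 had 9, 10 and 6 counts in Control-1, Control-2 and Control-3 and 0, 1 and 2 counts in CLs-1, CLs-2 and CLs-3, too few to be tested. DHCR7 passed the criteria with the replicate number as a block, at an adjusted p-value of 0.0157.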

Some of the DEGs were involved in primary and secondary metabolism including PLA2G3, SLC27A6, HOGA1, TM7SF2, DHCR7, LSS, SRD5A3, AKR1C4 and PDK4 and 6 among these were involved in the lipid metabolic process. 

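DAPK1, NFKBIZ, DRAM1 and HMOX1 were measured at different depths. DAPK1 fell from 84.7 ± 4.74 CPM (SD, n = 3) in the control group to 36.6 ± 7.29 CPM (SD, n = 3) in the CLs-treated group. Its log2 fold change was -1.21 (standard error 0.16, adjusted p = 0.0256 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NFKBIZ fell from 11.6 ± 2.49 to 5.58 ± 0.353 CPM, a log2 fold change of -1.05 (standard error 0.22, adjusted p = 0.162). DRAM1 fell from 78.7 ± 13.3 to 51.8 ± 8.38 CPM, a log2 fold change of -0.60 (standard error 0.17, adjusted p = 0.328). HMOX1, the gene of heme oxygenase 1, rose from 32.2 ± 14.8 to 74.5 ± 17.2 CPM, a log2 fold change of 1.21 (standard error 0.31, adjusted p = 0.288). The control samples of HMOX1 were spread, with 477, 463 and 177 counts. In edgeR, the adjusted p-value of HMOX1 was 0.00468 with the replicate number as a block and 0.000543 with no filter on low counts. HMOX1 did not pass in DESeq2's Wald test (adjusted p = 0.482) or under the EBSeq model (posterior error probability 0.874). In all 4 genes the CLs-treated samples lay beyond the control samples, with an exact permutation p = 0.10, the smallest that this design allows.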

Besides, there were 4 DEGs including NFKBIZ, DRAM1, DAPK1 and HMOX, respectively involved in inflammatory, autophagy, cell death, and antioxidant response (Table 2).

**Fig. 2:**
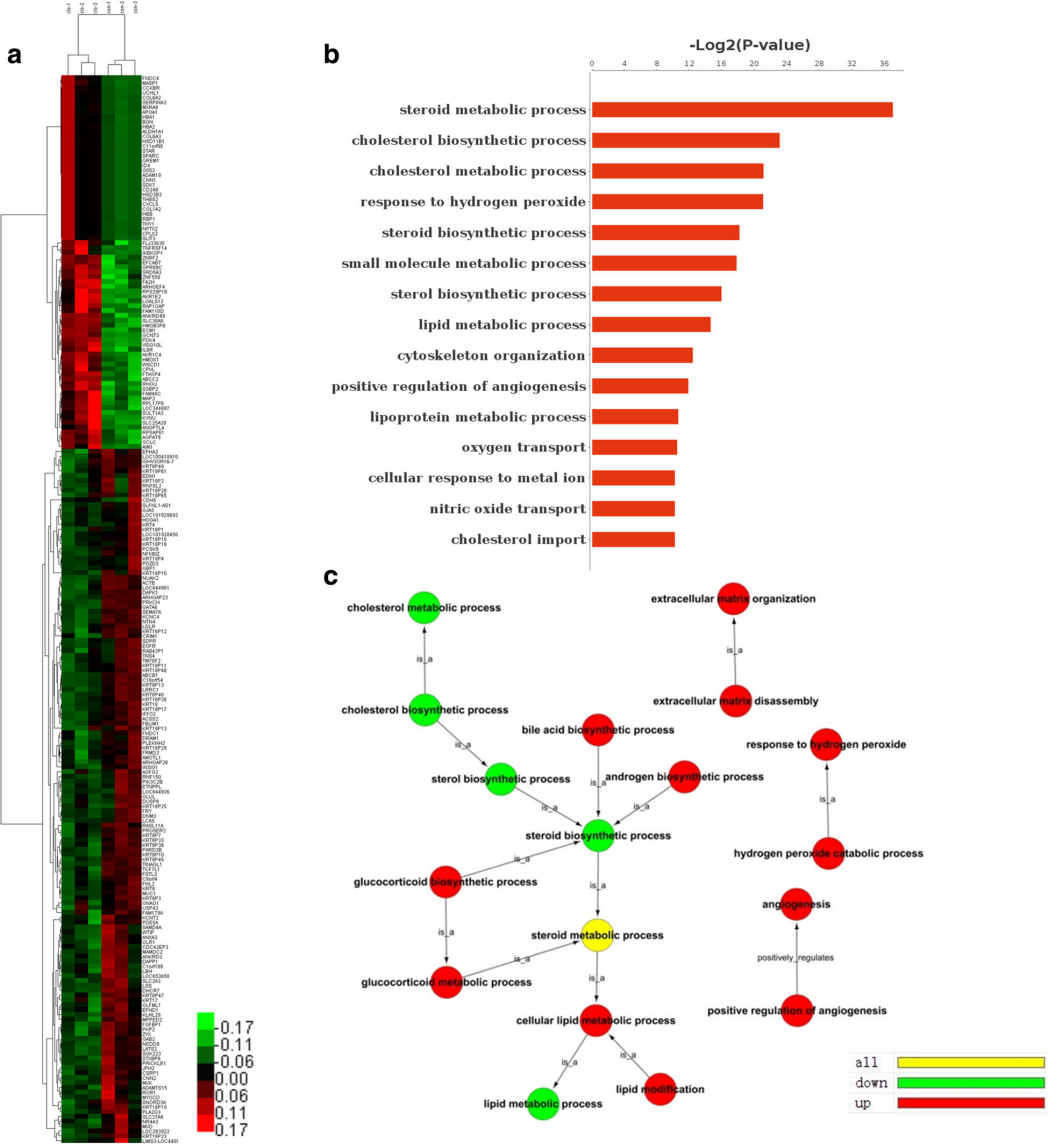
**a** Expression profile heat map of DEGs in HepG2 cells following exposure to CLs. A total of 77 up-regulated and 143 down-regulated genes are shown. **b** GO analysis of DEGs. **c** GO tree analysis of enriched GO terms. Red circles represent up-regulated genes; Green circles represent down-regulated genes; Yellow circles represent ambiguous-regulated genes

**Table 2:** Gene regulated by cationic liposomes in the HepG2 cell

Gene ID	Gene Symbol	Description	Log_2_FC	FDR
50,487	PLA2G3	Group 3 secretory phospholipase A2	−3.02	2.88E-02
28,965	SLC27A6	cDNA, FLJ94000, highly similar to *Homo sapiens* solute carrier family 27 (fatty acid transporter), member 6 (SLC27A6), mRNA	−1.47	7.5E-03
112,817	HOGA1	4-hydroxy-2-oxoglutarate aldolase, mitochondrial	−1.23	3.6E-03
1612	DAPK1	Death-associated protein kinase beta	−1.20	0
64,332	NFKBIZ	NF-kappa-B inhibitor zeta	−1.04	1E-05
7108	TM7SF2	Transmembrane 7 superfamily member 2, isoform CRA_a	−0.95	9.9E-03
1717	DHCR7	7-dehydrocholesterol reductase, isoform CRA_a	−0.82	5.18E-11
4047	LSS	cDNA, FLJ92849, highly similar to Homo sapiens lanosterol synthase (2,3-oxidosqualene-lanosterolcyclase) (LSS), mRNA	−0.66	1.59E-05
55,332	DRAM1	DNA damage-regulated autophagy modulator protein 1	−0.60	4.44E-02
79,644	SRD5A3	Polyprenolreductase	0.75	2.75E-04
1109	AKR1C4	Aldo-ketoreductase family 1 member C4	1.00	6.59E-07
3162	HMOX1	Heme oxygenase 1	1.21	3.12E-03
5166	PDK4	Pyruvate dehydrogenase kinase, isoenzyme 4	2.54	0

### GO and pathway analysis

Of these DEGs, 61 up- and 88 down-regulated, respectively, could be annotated with gene ontology categories. GO analysis indicated that 10 GO terms were enriched (*P* < 0.05, FDR < 0.05). DEGs were mainly involved in multiple metabolic biological processes, including steroid metabolic process, cholesterol biosynthetic process, cholesterol metabolic process, steroid biosynthetic process, small molecule metabolic process, sterol biosynthetic process, and lipid metabolic process (Fig. 2b). 

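Table 3 of the paper lists the genes behind these terms. In the term steroid metabolic process, 7 of the 15 genes had a higher mean CPM in the CLs-treated group and 8 a lower one. None of the 15 passed the criteria in edgeR's quasi-likelihood test, and 11 of them had enough reads to be tested. With DESeq2's Wald test, 8 of the 15 passed, under the EBSeq model 5, with the replicate number as a block in edgeR 4, and in edgeR with no filter on low counts 12. In 11 of the 15 genes the CLs-treated samples lay beyond the control samples. The other 4 belong to a block of 34 genes at the top of the heat map in Fig. 2a whose reads came almost entirely from CLs-1. These 34 genes had 18, 19 and 33 counts in sum in Control-1, Control-2 and Control-3, and 4042, 26 and 21 counts in CLs-1, CLs-2 and CLs-3. The 5 genes of the term sterol biosynthetic process were all lower in the CLs-treated group, and none of them belongs to this block.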

Notably, the GO category for “steroid metabolic process” encompassing 15 genes (p<10^− 12^) was the most strongly changed category, and Hydroxy-delta-5-steroid dehydrogenase gene HSD3B2, Corticosteroid 11-beta-dehydrogenase isozyme 1 gene HSD11B1 and Steroidogenic acute regulatory protein gene STAR were among the most affected genes in this category. 

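Almost all reads of these 3 genes came from CLs-1. STAR had 0, 3 and 2 counts in Control-1, Control-2 and Control-3, and 290, 0 and 1 counts in CLs-1, CLs-2 and CLs-3. HSD11B1 had 73 counts in CLs-1, 1 in CLs-2 and 0 in each of the other libraries. HSD3B2 had 24 counts in CLs-1 and 0 in the others. CLs-2 and CLs-3 were thus at the floor, as the controls were. The mean in the CLs-treated group was 6.72 ± 11.6 CPM (SD, n = 3) for STAR, and the spread between replicates was larger than the difference between the groups. None of the 3 had enough reads in enough libraries to pass edgeR's filter. Without the filter, STAR and HSD11B1 passed the criteria in edgeR's quasi-likelihood test, with adjusted p-values of 0.000554 and 0.00202. HSD3B2 did not, with 0.0845. Under the EBSeq model STAR, HSD11B1 and HSD3B2 did not pass, with posterior error probabilities of 0.983, 0.899 and 0.941.

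**Figure D1:**
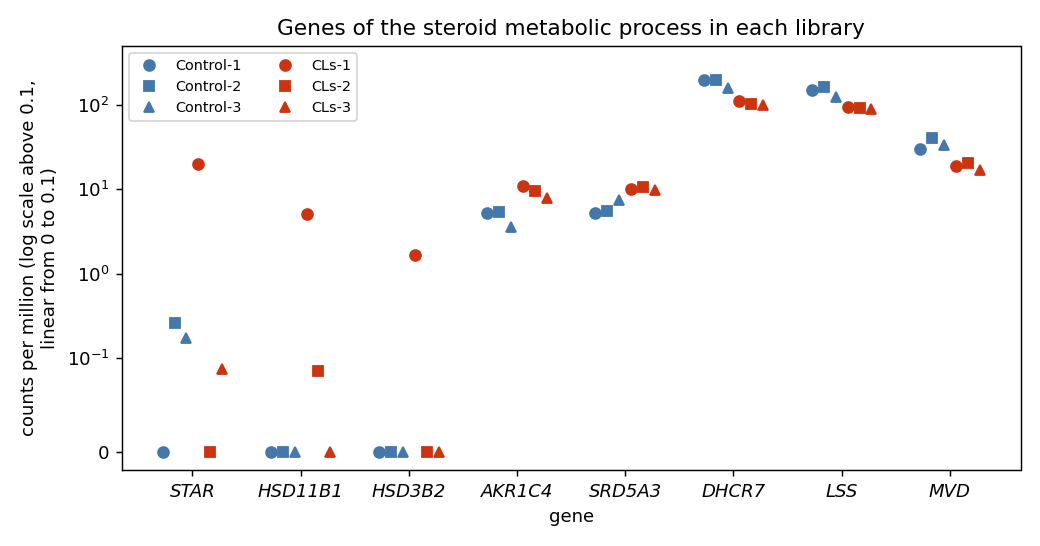
CPM of 8 genes of the term steroid metabolic process in each of the 6 libraries, on an axis that is logarithmic above 0.1 and linear from 0 to 0.1. Each point is 1 library, with controls in blue and CLs-treated samples in red. STAR, HSD11B1 and HSD3B2 are high in CLs-1 alone, while the other genes separate the groups in all libraries.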

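For the 34 genes that the paper assigns to the small molecule metabolic process, 20 had a higher mean CPM in the CLs-treated group and 14 a lower one. GPAT3 was taken from the file under its older symbol AGPAT9. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of the 23 genes with enough reads passed the criteria, namely PDK4, ANGPTL4 and ABCB1. Of the 34 genes, 17 passed with DESeq2's Wald test, 10 under the EBSeq model, 10 with the replicate number as a block in edgeR and 26 in edgeR with no filter on low counts. ABCB1 fell from 9.83 ± 1.61 to 2.38 ± 0.322 CPM (SD, n = 3 in each group), with an adjusted p of 0.013 from the same test. In 25 of the 34 genes the CLs-treated samples lay beyond the control samples. Of the 20 higher genes, 10 belong to the block of genes with almost all of their reads in CLs-1. ALDH1A1, for example, had 191 counts in CLs-1 and at most 4 in any other library, and HBB had 324 counts in CLs-1 and at most 4 elsewhere. KYNU rose in all 3 samples, from 119.7 ± 7.34 to 225.6 ± 48.5 CPM, a log2 fold change of 0.91 (standard error 0.16, adjusted p = 0.0808). With the replicate number as a block, KYNU passed, at an adjusted p-value of 0.0285. It also passed in DESeq2's Wald test (adjusted p = 0.000108), but not under the EBSeq model (posterior error probability 0.825).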

Among the 149 DEGs, there were 34 genes participating in the small molecule metabolic process (Table 3). In addition to the above categories, we found other GO terms are also involved in response to hydrogen peroxide, cytoskeleton organization and positive regulation of angiogenesis (Fig. 2b). 

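Of the 6 genes listed under response to hydrogen peroxide, 3 (HBA1, HBB and STAR) were high in CLs-1 alone. OLR1 fell from 118.7 ± 17.7 to 45.8 ± 15.5 CPM (SD, n = 3 in each group), a log2 fold change of -1.37 (standard error 0.23, adjusted p = 0.0658 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GNAO1 fell as well, with a log2 fold change of -0.92 (standard error 0.31, adjusted p = 0.548). Under cytoskeleton organization, 5 of the 7 genes were lower in the CLs-treated group. NEDD9 passed the criteria, falling from 101.5 ± 8.89 to 47.0 ± 7.44 CPM (adjusted p = 0.0279). KRT8 fell from 1900 ± 374.6 to 822.4 ± 161.6 CPM, with an adjusted p of 0.0508, and its reads could have been split with its pseudogenes. Of the 2 higher genes, THY1 had 58 counts in CLs-1 and at most 1 in any other library. Under positive regulation of angiogenesis, 4 of the 6 genes were higher, and GREM1 had 42 counts in CLs-1 and 0 in the other 5 libraries. ANXA3 fell from 93.1 ± 11.9 to 45.5 ± 8.05 CPM (adjusted p = 0.0508). With the replicate number as a block, OLR1, KRT8 and ANXA3 passed the criteria, with adjusted p-values of 0.00139, 0.00611 and 0.00331. Under the EBSeq model OLR1 and ANXA3 passed, and KRT8 did not (posterior error probability 0.0609).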

GO tree can help us to make certain the relationship of the enriched GO terms. As shown in Fig. 2c, the biosynthetic process of cholesterol and steroid is in the term of their metabolic process, respectively. In addition, the term “cholesterol biosynthetic process” is in the term “steroid biosynthetic process” which is included in the most significant category “steroid metabolic process” and all the above are in the category “lipid metabolic process”. 

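The direction of the genes in Table 3 of the paper was taken from the mean CPM of each group. Lower in the CLs-treated group were 6 of 7 genes of the cholesterol biosynthetic process, 7 of 9 of the cholesterol metabolic process, 5 of 7 of the steroid biosynthetic process and 10 of 16 of the lipid metabolic process. The higher genes of the first 3 of these terms, APOA1, STAR and HSD3B2, had almost all of their reads in CLs-1. APOA1, for example, had 51 counts in CLs-1 and at most 2 in any other library. Higher in the CLs-treated group were 4 of 6 genes of response to hydrogen peroxide, 20 of 34 of the small molecule metabolic process and 4 of 6 of positive regulation of angiogenesis. Without the block of genes high in CLs-1, the higher genes of these terms were 1 of 3, 10 of 24 and 3 of 5. Lower were 5 of 7 genes of cytoskeleton organization and 8 of 15 of the steroid metabolic process.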

Down-regulation of genes mainly occurs under the GO terms of cholesterol biosynthetic process, cholesterol metabolic process, sterol biosynthetic process, steroid biosynthetic process, and lipid metabolic process, while a majority of other terms consist of up-regulated genes. 

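The direction of the whole cholesterol biosynthesis pathway was tested with a list of 20 enzymes, because the annotation used for the GO terms was not used here. The median log2 fold change of the 20 enzymes was -0.51, and 19 of 20 were lower in the CLs-treated group. In 12 of the 20 the CLs-treated samples lay beyond the control samples. By camera, a competitive gene set test run on the edgeR fit, the adjusted p-value over the 8 sets tested was 8.77e-24. With fry, a rotation test that asks about the set alone, it was 0.0255, the alternative that moved it most. With the replicate number as a block, the median was -0.52 and the adjusted p-value from camera was 3.03e-22. The 15 enzymes that are not in Fig. 2a had a median of -0.49. No single enzyme of the list passed the criteria in edgeR's quasi-likelihood test, and 2, DHCR7 and MVD, passed with the replicate number as a block. The p-values of camera do not cover variation between libraries that the genes of a list share. The split that put CLs-3 with Control-1 and Control-2 gave a camera p-value of 5.08e-11 for the same list. INSIG1, a further gene of cholesterol metabolism in Table 3 of the paper, had a log2 fold change of -0.84 (standard error 0.19, adjusted p = 0.201 from the same test). From the GO terms of its DEGs, the paper concludes that CLs altered genes tied to the lipid metabolic process.

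**Figure D2:**
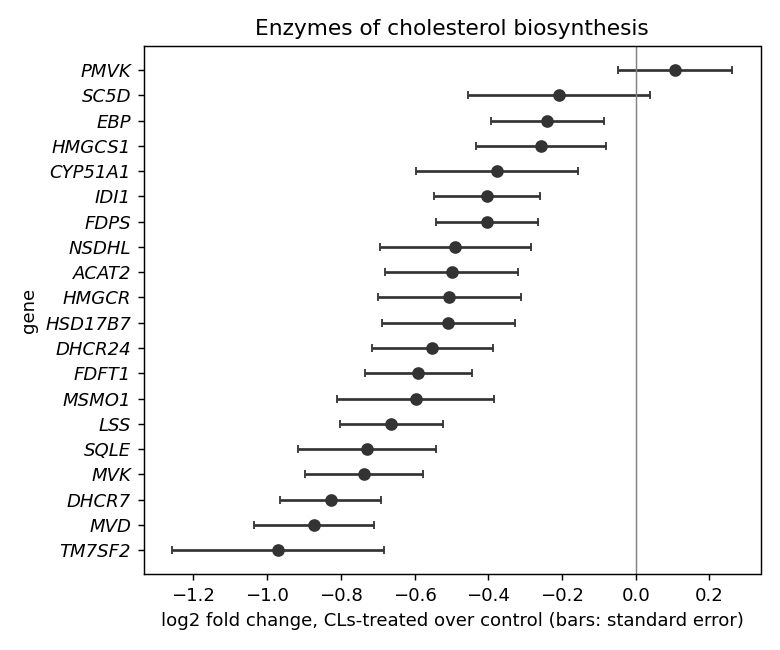
Log2 fold change of CLs-treated over control for the 20 enzymes of cholesterol biosynthesis. Points are estimates from edgeR and bars are standard errors over 3 samples in each group. All but PMVK lie below 0, down to -0.97 in TM7SF2.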

Taken together, we showed that CLs altered genes that were strongly correlated to the lipid metabolic process.

**Table 3:** Gene Ontology (GO) categories of differentially expressed genes (DEGs)

GO ID	Term	Total	Significant	Genes	P-value
GO: 0008202	steroid metabolic process	122	15	INSIG1, DHCR7, AKR1C4, SRD5A3, PCSK9, MVD, APOA1, LDLR, MVK, HSD3B2, HSD11B1, STAR, TM7SF2, LSS, SULT1A3	6.79E-12
GO: 0006695	cholesterol biosynthetic process	34	7	INSIG1, DHCR7, MVD, APOA1, MVK, TM7SF2, LSS	1.08E-07
GO: 0008203	cholesterol metabolic process	89	9	INSIG1, DHCR7, PCSK9, MVD, APOA1, LDLR, MVK, STAR, TM7SF2	4.28E-07
GO: 0042542	response to hydrogen peroxide	43	7	OLR1, GNAO1, HMOX1, HBA1, HBB, STAR,	4.43E-07
GO: 0006694	steroid biosynthetic process	60	7	DHCR7, MVD, MVK, HSD3B2, STAR, TM7SF2, LSS	3.35E-06
GO: 0044281	small molecule metabolic process	1410	34	ANGPTL4, PIK3C2B, ABCB1, INSIG1, FHL2, KYNU, ALDH1A1, DHCR7, HMOX1, HBA2, HBA1, PLA2G3, GPAT3, ACSS2, AKR1C4, HBB, SRD5A3, GLUL, SLC25A20, MVD, PDK4, APOA1, G0S2, LDLR, MVK, HSD3B2, GCLC, BGN, SLC2A3, HSD11B1, STAR, TM7SF2, LSS, SULT1A3	4.28E-06
GO: 0016126	sterol biosynthetic process	29	5	INSIG1, DHCR7, MVD, MVK, TM7SF2,	1.55E-05
GO: 0006629	lipid metabolic process	490	16	INSIG1, DHCR7, FA2H, PLA2G3, AGPAT9, SRD5A3, PCSK9, MVD, APOA1, LDLR, SLC27A6, MVK, HSD11B1, TM7SF2, LSS, SULT1A3	3.91E-05
GO: 0007010	cytoskeleton organization	7	117	KRT4, NEDD9, THY1, WTIP, RHOU, KRT8, CNN2	1.80E-04
GO: 0045766	positive regulation of angiogenesis	6	88	ANGPTL4, ECM1, HMOX1, GREM1, GATA6, ANXA3	2.65E-04

The pathway analysis showed the DEGs were associated with steroid biosynthesis, steroid hormone biosynthesis, PPAR signaling pathway, focal adhesion, ECM-receptor interaction, ovarian steroidogenesis, Terpenoid backbone biosynthesis, HIF-1 signaling pathway and glyoxylate, dicarboxylate metabolism (*P* < 0.05) (Fig. 3a). Among them, 5 pathways were involved in metabolism. We built the pathways act network to perform deep analysis (Fig. 3b). It was obvious that steroid biosynthesis and focal adhesion followed by steroid hormone biosynthesis, ECM-receptor interaction and PI3K-Akt signal pathway were the most important pathways involved, and these pathways were located at the centers of each cluster and showed more interactions with their surrounding pathways.

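Gene lists for 2 of these themes and for the PPAR signaling pathway were tested with camera on the edgeR fit, with adjustment over the 8 lists. The 16 PPAR-alpha targets with enough reads had a median log2 fold change of 0.30, and 15 of the 16 were higher in the CLs-treated group (adjusted p = 1.33e-17). The 13 of them outside Fig. 2a had a median of 0.205, with 12 higher (adjusted p = 1.61e-05 from camera). With the replicate number as a block, the median of the 16 was 0.28 and their adjusted p-value was 1.43e-18. SLC25A20 rose from 14.5 ± 1.52 to 24.5 ± 3.27 CPM (SD, n = 3 in each group), with an adjusted p of 0.201 from edgeR's quasi-likelihood test. For focal adhesion and ECM-receptor interaction, the list held 21 collagen and matrix genes. Of these, 10 lacked reads in enough libraries to be tested, among them all 6 that are in Fig. 2a. Matrix genes of Fig. 2a such as COL1A2, COL6A3 and SPARC had almost all of their reads in CLs-1. Their counts there were 1044, 258 and 451, against at most 2, 3 and 6 in any other library. The 11 tested genes of the list had a median log2 fold change of -0.13 (adjusted p = 0.317 from camera), and 7 of the 11 were lower. With the replicate number as a block their adjusted p-value was 0.0691. This result says nothing about the 6 genes of Fig. 2a. The list of SRF and YAP targets of the cytoskeleton fell, with 28 of 29 genes lower, a median log2 fold change of -0.61 and an adjusted p-value of 6.06e-32 from camera. With the replicate number as a block its median was -0.60 and the adjusted p-value was 3.62e-39. A split that mixes control and CLs-treated samples gave a camera p-value of 1.73e-06 for this list.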

**Fig. 3:**
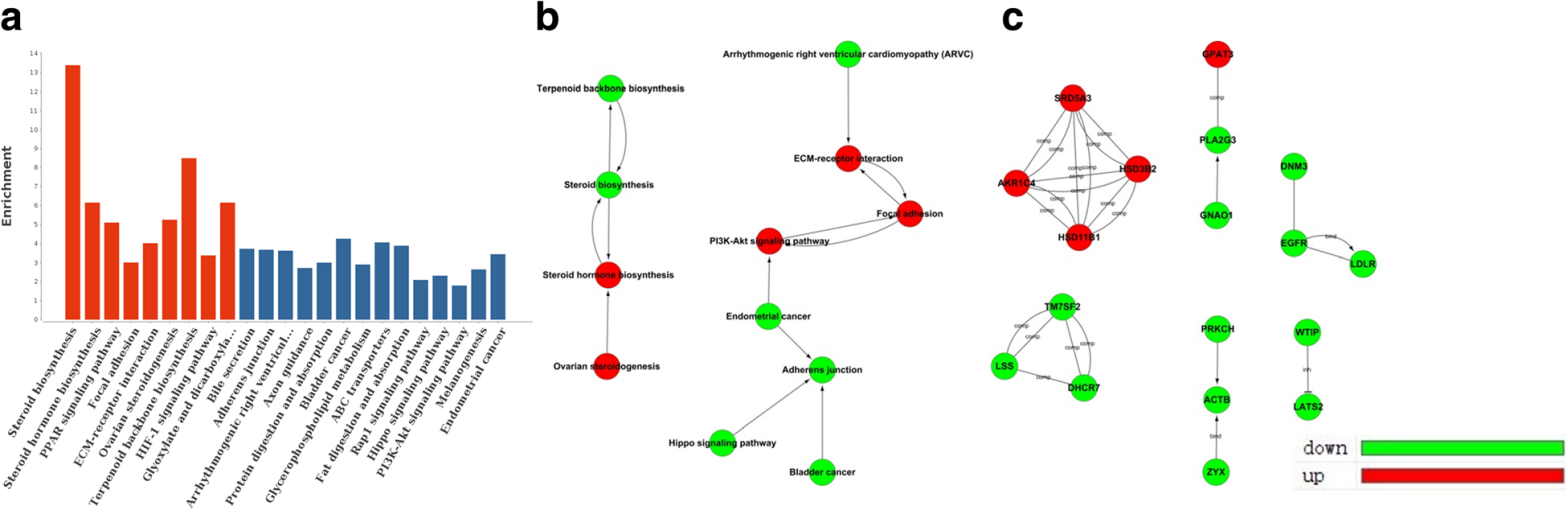
**a** Pathway analysis of DEGs. Red represents the significant pathway. **b** Pathway act network. **c** Gene act network

### Network analysis

To illustrate the biological effect of CLs, we built the network of DEGs using the KEGG database. 

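The module holds HSD11B1, AKR1C4, SRD5A3 and HSD3B2. The CPM of AKR1C4 was 4.69 ± 1.02 (SD, n = 3) in the control group and 9.34 ± 1.50 (SD, n = 3) in the CLs-treated group. That of SRD5A3 was 6.07 ± 1.22 and 10.2 ± 0.368. Both genes were higher in every CLs-treated sample than in every control sample, and neither passed the criteria in edgeR's quasi-likelihood test. They passed under the EBSeq model, written out from its published form, with posterior error probabilities of 0.0294 for AKR1C4 and 0.000231 for SRD5A3. Neither passed in DESeq2's Wald test, with adjusted p-values of 0.0818 and 0.302. With the replicate number as a block in edgeR neither passed, with 0.0777 and 0.214. In edgeR with no filter on low counts, AKR1C4 passed, with 0.0423, and SRD5A3 did not, with 0.207. HSD11B1 and HSD3B2 were at the floor in the 5 libraries other than CLs-1.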

An important network module including HSB11B1, AKR1C4, SRD5A3 and HSD3B2 was identified (Fig. 3c). Interestingly, these genes were all involved in the most significant GO category steroid metabolic process.

In co-expression network analysis, “key regulatory” factors were determined by the degree and k-core differences between the control and CLs-treated groups. As shown in Fig. 4 and Table 4, HSD11B1, HSD3B2, G0S2, and CXCL5 followed STAR possessed the biggest degree differences. 

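The degree was recomputed from the Pearson correlations over the 3 samples of each group, among the genes of Fig. 2a. An edge was drawn where the correlation had p under 0.05 on the TMM-scaled CPM. Over 3 samples, chance alone gives such a correlation in 5.0% of pairs where both genes vary. The networks held 6.06% of the 20706 such pairs in the control group, in which 16 of the 220 genes did not vary, and 6.45% of the 24090 pairs in the CLs-treated group. In the CLs-treated network, the degree was 36 for HSD11B1 and 35 for each of HSD3B2, G0S2, CXCL5 and STAR, with a k-core of 31. In the control network it was 4 for STAR and 0 for the other 4. With CPM scaled by library size only, the degree in the CLs-treated network was 38 for HSD11B1, HSD3B2, G0S2 and CXCL5 and 37 for STAR. HSD11B1, HSD3B2, G0S2 and CXCL5 had 0 counts in all 3 control samples, so no correlation can be computed for them in that group. In the CLs-treated group their reads were in CLs-1, apart from 1 count of HSD11B1 in CLs-2, with 31 counts for G0S2 and 42 for CXCL5. Of the 36 partners of HSD11B1, 31 belong to the block of genes high in CLs-1.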

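FA2H and DHCR7 had reads in all CLs-treated samples, but in both CLs-1 lay apart from CLs-2 and CLs-3. The CPM of FA2H was 0.969, 1.38 and 1.40 in CLs-1, CLs-2 and CLs-3, and that of DHCR7 109.9, 101.5 and 99.97. Over 3 samples, such a pattern can correlate, in either sign, with genes high in CLs-1. The degrees of FA2H and DHCR7 are thus not separate from CLs-1, and their partners in the block were not counted. FA2H had 1, 0 and 6 counts in Control-1, Control-2 and Control-3 and 14, 16 and 16 counts in CLs-1, CLs-2 and CLs-3. Its log2 fold change was 2.56 (standard error 0.68, adjusted p = 0.303 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each sample left out in turn, it ran from 2.01 without Control-2 to 4.55 without Control-3. FA2H passed the criteria under the EBSeq model (posterior error probability 0.00121) and in edgeR with no filter on low counts (adjusted p = 0.0436). It did not pass with the replicate number as a block in edgeR (adjusted p = 0.129). The degree of FA2H was 10 in the control network and 34 in the CLs-treated network, and 2 and 3 with edges at p under 0.01. The degree of DHCR7 was 32 in the control network and 13 in the CLs-treated network on the TMM-scaled CPM. With CPM scaled by library size only, it was 23 and 38, the latter equal to that of HSD11B1, HSD3B2, G0S2 and CXCL5.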

HSD11B1, HSD3B2, STAR, FA2H and DHCR7 were members of steroid metabolic process. G0/G1 switch gene 2 (G0S2) is an important negative regulator of the rate-limiting lipolytic enzyme adipose triglyceride lipase-mediated lipolysis [33]. Chemokine C-X-C motif ligand 5 (CXCL5) is manifested to participate in the inflammatory process for nanotoxicology [34].

**Fig. 4:**
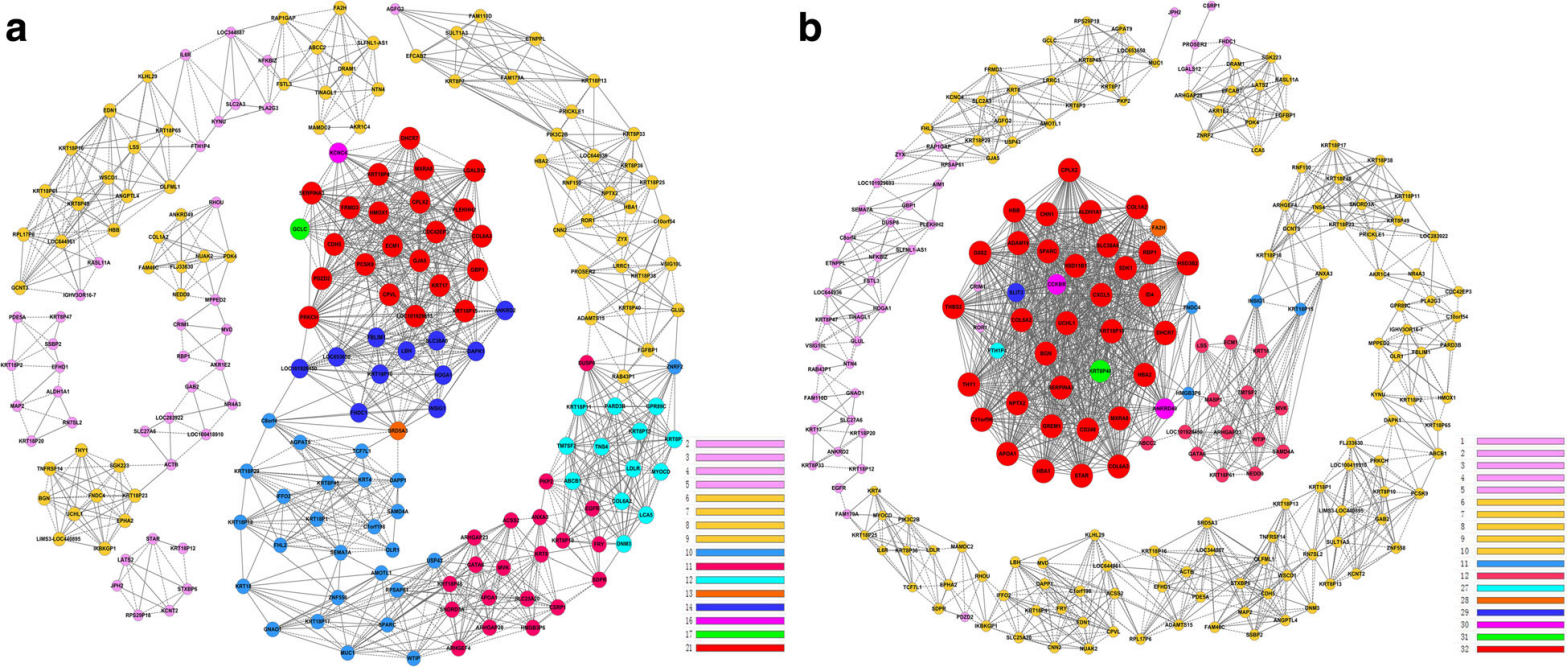
Co-expression network of DEGs in the control (**a**) and CLs-treated (**b**) groups. Solid lines represent positive correlation, and dashed lines represent negatively correlation. The size and color of the nodes correspond to their co-expression ability. The greater the size of the node, the greater the number of its direct neighbors

**Table 4:** Intersection of DEGs between control and CLs-treated groups

Gene	Degree		K-core		Dif Degree	Dif K-core
	control	CLs-treated	control	CLs-treated		
G0S2	0	38	0	32	38	32
HSD11B1	0	38	0	32	38	32
HSD3B2	0	38	0	32	38	32
CXCL5	0	38	0	32	38	32
STAR	6	37	4	32	31	28
FA2H	9	31	7	28	22	21
DHCR7	23	38	21	32	15	11

### qRT-PCR and cell cycle analysis

qRT-PCR was performed to validate the relative gene expression of the 11 selected genes. 

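In the RNA-seq counts of the 11 genes measured by qRT-PCR (PLA2G3, SLC27A6, HOGA1, DAPK1, NFKBIZ, DHCR7, LSS, DRAM1, SRD5A3, AKR1C4 and PDK4), 3 were higher and 8 were lower in the CLs-treated group. In all 11 genes the CLs-treated samples lay beyond the control samples, although PDK4 and DAPK1 alone passed the criteria in edgeR's quasi-likelihood test. With each sample left out in turn, the log2 fold change of PDK4 stayed between 2.38 and 2.64, and PDK4 passed the criteria in all 6 fits. That of DAPK1 stayed between -1.37 and -1.09, and DAPK1 passed in 1 of the 6 fits. The same range was -1.44 to -0.96 for HOGA1, -1.74 to -1.14 for SLC27A6 and 0.83 to 1.11 for AKR1C4.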

As shown in Fig. 5a and b, the mRNA expression levels of 8 up-regulated and 3 down-regulated genes measured by qRT-PCR were almost comparable to the RNA-seq results. We analyzed the fold change of the gene expression ratios between RNA-seq and qRT-PCR by linear regression, the overall correlation coefficient was 0.9808, indicating the reliability of the RNA-seq data.

**Fig. 5:**
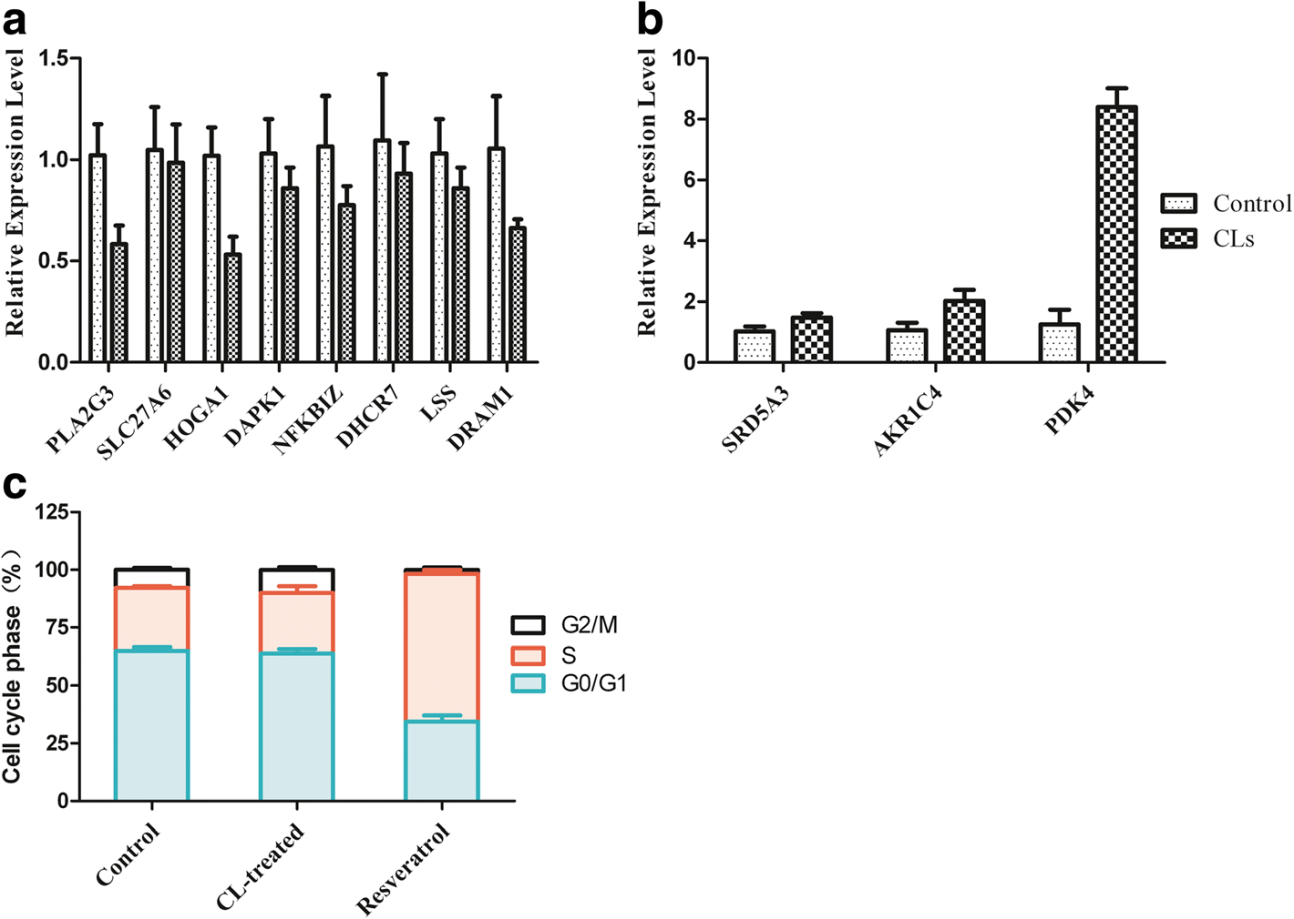
**a**, **b** qRT-PCR verification of selected DEGs including 8 down-regulated and 3 up-regulated genes. The relative expression levels of these genes were normalized to GAPDH. **c** HepG2 cell cycle analysis was performed by flow cytometry. The percent of cells in each phase of the cell cycle was shown

FCM analysis was applied to detect whether cell cycle arrest was induced. Resveratrol is well known as a positive compound to trigger accumulation of cells in S-phase of the cell cycle. As shown in Fig. 5c, no significant differences in cell cycle progression could be observed between control and CLs-treated groups. However, resveratrol triggered retention of HepG2 cells in S-phase, showing that these cells were not resistant to cell cycle arrest (Fig. 5c).

## Discussion

Using whole-transcriptome sequencing and computational approaches, we showed herein that CLs caused changes in gene expression in HepG2 cells and that gene categories related to lipid metabolism were the most significantly affected categories. In the previous studies, CLs were reported to interact with negatively charged cellular components (opsonin, serum protein and enzyme) resulting in hemolysis, impairment of mitochondrial function and membrane integrity in vitro [12, 35]. In vivo, hepatotoxicity and weight loss have also been observed in mice after systemic administration of cationic siRNA nanoparticles [36]. In our study, the cytotoxicity of CLs in HepG2 was studied with a CCK-8 test after 24 h exposure. Morphological alteration under the microscope and concentration-dependency of cytotoxicity with IC_50_ of 120 μg/ml via a cell viability assay indicated the cytotoxic effect of CLs. To more clearly and exactly identify the changed level of DEGs, the concentration of IC_50_ (120 μg/ml) and exposure time of 24 h were chosen for subsequent experiments.

In the transcriptome sequencing, there were several DEGs involved in primary and secondary metabolism. Remarkably, 6 DEGs including PLA2G3, SLC27A6, TM7SF2, DHCR7, LSS and SRD5A3 were involved in the lipid metabolic process (Table 2). In addition, in the down-regulated genes, NFKBIZ, NF-kappa-B inhibitor zeta, is a member of the ankyrin-repeat family. The C-terminal portion of the encoded product shares high sequence similarity with the I kappa B family of proteins. The latter are known to play a role in inflammatory responses. DRAM1, DNA damage regulated autophagy modulator 1, was reported to increase autophagy flux through promoting lysosomal acidification and protease activation [37]. It was found that DRAM1 knockdown inhibited autophagy flux and aggravated cell injury in Neuro-2a cells [38]. A recent study has shown that CLs induced cell necrosis involved in late-stage autophagic flux inhibition [39]. DAPK1, death-associated protein kinase 1, is an important regulator of cell death and autophagy [40]. Additionally, it is a mediator of pro-apoptotic pathways and is involved in multiple cell death processes induced by various internal and external apoptotic stimulants [41]. In the up-regulated genes, HMOX1, Hemeoxygenase 1, is a gene for the antioxidant response and is considered to be a marker of oxidative stress. In a previous study, the expression of HMOX1 was increased in liver tissue after 7 days of repeated doses of CLs in rat [42]. In summary, apart from cellular metabolism process, the DEGs were also involved in inflammatory, autophagy, cell death, and antioxidant response.

In GO enriched terms, DEGs were mainly involved in multiple metabolic biological processes, including steroid metabolic process, cholesterol biosynthetic process, cholesterol metabolic process, steroid biosynthetic process, small molecule metabolic process, sterol biosynthetic process, and lipid metabolic process (Table 3). Moreover, to make certain the relationship of the enriched GO terms, we constructed the GO tree graph. The biosynthetic process of cholesterol and steroid is in the term of their metabolic process, respectively. In addition, the term “cholesterol biosynthetic process” is in the term “steroid biosynthetic process” which is included in the most significant category “steroid metabolic process” and all the above are in the category “lipid metabolic process” (Fig. 2c). At present, it is well accepted that cellular energy metabolism disturbance is one of the most important mediators of disease occurrence. Dysregulation of cellular energy is one of the hallmarks of cancer, and metabolic reprogramming is attracting increased attention in cancer research [43]. Many mechanisms for cytotoxicity of nanoparticles have been explained but little has been reported on the energy metabolism response. A previous study has shown that excessive exposure to certain metal nanoparticles can cause cellular metabolic turbulence [44]. Lipid metabolism is an important resource for cellular energy. In our study, GO results revealed that cytotoxicity of CLs mainly correlates with lipid metabolism, in addition to a response to hydrogen peroxide and dysfunction of angiogenesis.

In pathway analysis, 5 of the enriched 9 pathways including steroid biosynthesis, steroid hormone biosynthesis, Glyoxylate and dicarboxylate metabolism were involved in metabolism. Additionally, the PPARs are a group of nuclear receptors that are activated by fatty acids and their derivatives. Each of the three distinct subtypes is encoded by a separate gene and binds fatty acids and eicosanoids. Their activation leads to interruption of cell metabolism, cell growth and stress response [45]. Some reports suggested PPAR modulation by either agonist or antagonist might be a potential treatment for metabolic diseases [46]. Focal adhesion, transmembrane junctions between the extracellular matrix and the cytoskeleton, consists of a large number of both cytoskeletal and signal transduction (adapter) proteins and are rich in tyrosine phosphorylated proteins [47]. In cell biology, focal adhesions are large macromolecular assemblies that serve as the mechanical linkages to the ECM and as a biochemical-signaling hub to concentrate and direct numerous signaling proteins. Activation of the PI3K/AKT signaling pathway is implicated in the regulation of cell proliferation, death and metastasis [48]. Pathway results indicated that down-regulation of steroid biosynthesis and dysfunction of focal adhesion through PI3K/AKT signaling may be the key biological events after CLs exposure and the dominant elements involved in cytotoxicity in HepG2. Combining the results of GO and pathway analysis, we concluded that during the process of CLs entering into the cells, HepG2 cells produced a series of cellular responses such as a disorder of energy metabolism, regulation of microvascular function, dysfunction of focal adhesion and response to oxidative stress. Collectively, steroid biosynthesis was highly correlated to cytotoxicity induced by CLs.

To explore the potential relationship between the 220 DEGs involved in CLs cytotoxicity, we constructed co-expression networks for the control group and CLs-treated group. The key genes HSD11B1, HSD3B2, STAR, FA2H and DHCR7 indicated cytotoxicity of CLs mainly related to lipid metabolism. Previous studies have suggested that the size, shape and surface charge could affect the therapeutic effect and cytotoxicity of nanoparticles [49, 50]. Our results revealed the toxicity of CLs in HepG2 was mainly related to lipid metabolic process, which was possibly because of the materials of the nanoparticles. It indicates that in addition to the size and surface charge, the materials of nanoparticles may play an important role in their cytotoxicity and further studies are needed to conclusively explain their toxicity mechanism.

To confirm the accuracy and reproducibility of the transcriptome analysis results, 11 genes were selected from the list in Table 5 in our further study, and qRT-PCR was performed to validate the relative gene expression of these genes. Of these, 8 genes were in the following GO categories: steroid metabolic process, cholesterol biosynthetic process, cholesterol metabolic process, steroid biosynthetic process, and lipid metabolic process. 2 genes including DAPK1 and DRAM1 are related to apoptosis and autophagy. NFKBIZ is a well-known factor associated with the inflammatory response.

**Table 5:** Primer sequences for quantitative Real-time reverse transcription-PCR (qRT-PCR) assay

Gene	Primer sequences (5′-3′)
PLA2G3	Forward:AGAGAGGATGGACCATGCCT Reverse:GTTCCCGGCAACAGAGATCA
SLC27A6	Forward: TCCTGTGGGCTTTTGGTTGT Reverse: AAGTGGCACCCAACTCAACA
HOGA1	Forward: GGATCCCAGGGCTGAAGAAA Reverse: CTGGTGAAATCCATGCGCAG
DAPK1	Forward: AAGATCAAGTGCTGCCTGCT Reverse: GGCTGGTAGATCATGACGGG
NFKBIZ	Forward: GCCCAGTTGCCTGTCTTTTG Reverse: TTCCTCATCAACAGGCGGAC
DHCR7	Forward: CCAGGTGCTTCTGTACACGT Reverse: ACTTGTTCACAACCCCTGCA
LSS	Forward: GAGCGGCGTTATTTGCAGAG Reverse: AGACACCGGACTCCTCTCTC
DRAM1	Forward: CATCTCTGCCGTTTCTTGCG Reverse: AAACCAAAGGCCACTGTCCA
SRD5A3	Forward: CGAGTGCCTCTACGTCAGTG Reverse: ATCCATTGGCACTTGGCTCA
AKR1C4	Forward: CTCTCAAGCCAGGTGAGACG Reverse: AGTTTGACACCCCGATGGAC
PDK4	Forward: AGAGGTGGAGCATTTCTCGC Reverse: ATGTTGGCGAGTCTCACAGG

Several studies have shown that cytotoxicity may involve in the cell cycle, checkpoint control and DNA damage responses [51]. To evaluate whether cell cycle arrest was induced by CLs, the cell cycle was analyzed using FCM after treatment with the same concentration and exposure time via PI staining. These data suggest that cell cycle arrest is not obviously involved in the cytotoxicity of CLs in the HepG2 cell line, while the positive control resveratrol triggered retention of HepG2 cells in S-phase.

## Conclusions

CLs have been extensively applied for gene and drug delivery as a means of protecting siRNA against enzymatic degradation, facilitating tumor cell uptake, and promoting escape from the endosomal compartment, resulting in effective cytoplasmic delivery. The increasing use of CLs in research and medical products has aroused global concern regarding their fate in biological systems, resulting in a demand for parallel risk assessment. Currently, CLs have only modest success as a delivery vehicle for gene therapy, primarily due to issues with toxicity. The objective of this work was to explore the mechanism of cytotoxicity induced by CLs. According to the previous report [8], the toxicity of cationic liposomes (CLs) is mainly related with their electrical property. Herein, we employed the common used DOTAP CLs in our study. As Fig. 6 shown, we initially successfully synthesized and characterized CLs, and then validated their cytotoxicity in HepG2 cells after 24 h exposure via a CCK-8 assay. The result demonstrated a concentration-dependent cytotoxicity with an IC_50_ of 120 μg/ml. Subsequently, we presented a systems biology approach based on next-generation whole transcriptome sequencing coupled with computational methods, including GO enrichment, pathway and co-expression analysis to reveal key roles involved in cellular responses to CLs. It revealed that cytotoxicity of CLs was mainly related to cholesterol, steroid and lipid biosynthetic and metabolic processes. qRT-PCR was performed to validate the RNA-seq results and FCM indicated the cell cycle arrest was not involved. Fortunately, recent studies have reported that modification to CLs have enabled better, long term transfection capability and low toxicity result in therapeutic efficacy. Our study may provide useful clue for further studies for preventing cytotoxicity. Collectively, CLs could become a promising tool for gene and drug delivery with low toxicity in the future.

**Fig. 6:**
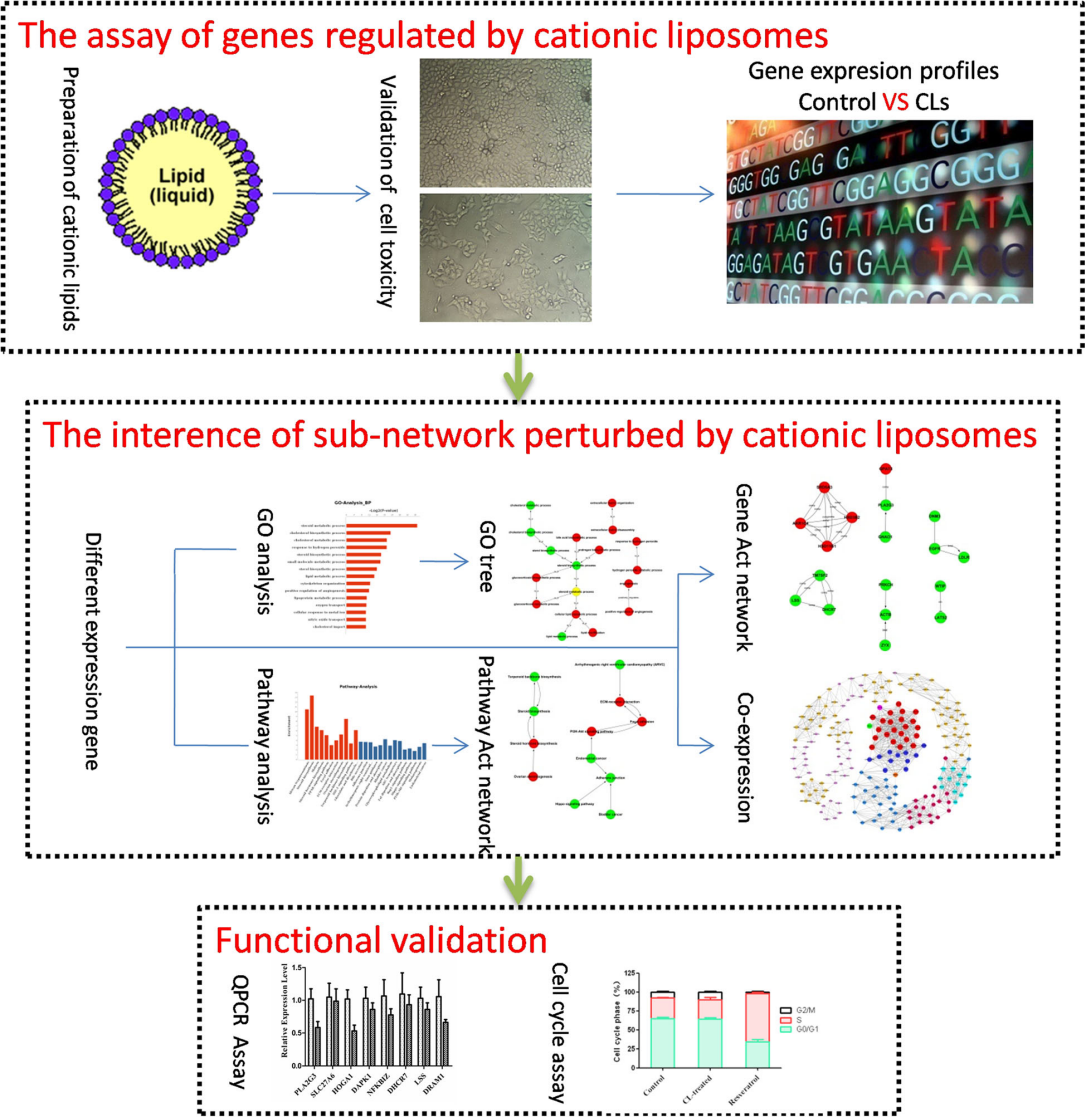
The schematic diagram of this study. The procedure included three steps. Firstly, the cytotoxicity of cationic liposomes (CLs) was detected in HepG2 cell and DEGs in the CLs group comparing with control were identified through next generation RNA-seq technology. Then, functional analysis and bioinformatics computing were employed to explore the key genes and pathways. Finally, expression levels of these genes were confirmed by qPCR, and the cell cycle was assessed by flow cytometry

## Abbreviations

CLs: Cationic liposomes
DEGs: Differentially expressed genes
FCM: Flow cytometry
GO: Gene ontology
qRT-PCR: quantitative real time PCR
RNA-seq: RNA-sequencing

How the deposited data were processed for this re-analysis (not part of the article)

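RNA-seq was run on HepG2 cells in 3 control samples and 3 samples treated with CLs for 24 h. The authors mapped the filtered reads with MapSplice and deposited counts, the whole number of reads on each of 40205 gene symbols, without normalization. The program that counted the reads, the genome build and the treatment of reads that match several places are not named in the paper's text. The authors then used RPKM values and EBSeq for their own comparisons, steps that are not part of the deposited counts. The file gives gene symbols and no coordinates, so none are given here. All 6 columns of the file were used.

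Between 11418527 and 13998946 reads per sample were counted on genes. Floors of 3 counts cover counting error only.

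Counts were compared between the groups with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F test on condition alone, after filterByExpr (15047 genes left) and TMM scaling. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change above 1.5 or below 0.67. The standard errors of log2 fold changes were derived from the F statistic. Gene sets written before the data were examined were tested with camera from limma 3.58.1, with an inter-gene correlation of 0.01 and adjustment over 8 sets. The genes named are those in the paper's Tables 2, 3 and 4 and its results, and in each direction up to 10 genes with the largest change among those called whose groups do not overlap. Genes high in a single library had at least 30 counts and over 8 times the CPM of the highest of the other libraries. The co-expression degree was counted with Pearson correlations at p under 0.05 over the 3 samples of each group, and the k-core with networkx 3.6.1.

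The alternatives set before the data were examined were DESeq2 1.42.0, the EBSeq model written out by hand because the package was not installed, other scaling factors, other filters, no fold change criterion, the replicate number as a block, and each sample left out in turn. For the gene sets, fry and the members outside Fig. 2a were further alternatives. For the degree, they were log2(CPM + 1), p under 0.01, which is the threshold the paper names for its network analysis, and CPM by library size only. The pairing comes from the replicate numbers that the 2 groups share in the sample labels. Its check, the mean correlation of deviations from the group means, was 0.172 for samples with the same number and rests mostly on the third pair, at 0.305. Deviations within a group sum to 0, so the mean for different numbers follows from this one and is no separate evidence.

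The edgeR script was tested on simulated data with 200 genes changed by known folds. At a fold of 2, 64.5% of the changed genes were recovered among 14862 genes, and at a fold of 4, 98.4% among 14856 genes. At a fold of 1.5, 6.60% were recovered among 14849 genes. The EBSeq model was tested on other simulated data, with 1 dispersion for all genes and no fold change criterion on the calls. It recovered 62% of genes changed by a fold of 2, and 37.7% of its calls were false, among 16799 genes. On the real data, the fold change criterion cut its calls from 38 up-regulated and 136 down-regulated genes to 14 and 71. The false share of calls with that criterion was not simulated. The EBSeq model is used as an alternative and not as the main test.

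GO terms and KEGG pathways were not tested for enrichment, because the annotation was not used here. The qRT-PCR, flow cytometry and cell viability data were not analysed here. Some single genes of the paper's tables are not reported here.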

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

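The test of markers over all listed cell types and both tests of the NRF2 targets were chosen after the results were seen.

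Genes outside those the paper reports were high in CLs-1 alone. With at least 30 counts and over 8 times the CPM of the highest of the other 5 libraries, 35 genes stood out in CLs-1, 1 in Control-3 and 0 in each of the other 4 libraries. Of the 35, 25 are in the block of 34 genes at the top of Fig. 2a and 10 are not in the figure. Among the 10, named after their values were seen, APOE had 75 counts in CLs-1 and at most 4 elsewhere, and PLIN2 had 91 and at most 7. A response to CLs of like size in all 3 treated cultures is argued against for the 34 genes of the block. In sum they had 4042 counts in CLs-1, but 26 in CLs-2 and 21 in CLs-3, against 18, 19 and 33 in the controls. A smaller response could not be tested, because 29 of the 34 were at the floor in the other 5 libraries. In 0 of the 35 did CLs-2 and CLs-3 rise above the controls to within 4-fold of CLs-1, but the choice of genes over 8 times higher in CLs-1 fixes that count. The depth of CLs-1 was weighed by thinning its counts to the total of the smallest library, after which 29 genes still stood out. RNA from other cells was weighed with lists of marker genes. By the test set before the data were examined, 1 of 9 foreign cell types had most of its detected markers outside Fig. 2a at least 8 times higher in CLs-1, fewer than the 2 that the test required. That count is weak evidence, because the 1, the neuron and chromaffin cell list, had a single detected marker, and the red blood cell list had 0 detected markers outside Fig. 2a and could not pass. Over all listed markers, including those in Fig. 2a, 4 of 10 cell types had at least 2 markers that high in CLs-1, and 0 of 10 in each of the other libraries. The 4 were the adrenal cortex, fibroblast, red blood cell and hepatocyte lists. That count includes genes chosen for the pattern, so it cannot decide. Of the detected markers outside Fig. 2a, 3 of 7 adrenal cortex, 3 of 9 fibroblast and 5 of 13 hepatocyte markers were at least 8 times higher in CLs-1. So was 1 of 7 ovarian granulosa markers. None of the 3 adipocyte, 3 endothelium, 2 leukocyte and 6 smooth muscle markers was. The pattern cannot be told apart from RNA of mixed origin in CLs-1, nor from a response in that culture alone. Carry-over of CLs-1 reads into CLs-2 and CLs-3, which have 45 and 50 counts of these genes, could not be decided. The ratios to CLs-1 varied between genes by a Monte Carlo multinomial test in place of a permutation test (p = 1e-05, the smallest its draws can give). That test takes reads as independent and does not take off the genes' own expression, and FOSB alone gave 16 and 17 of these counts, beside 11, 13 and 22 in the controls.

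NRF2 antioxidant targets that are not in Fig. 2a were higher in the CLs-treated group. The 21 genes had a median log2 fold change of 0.36, and 21 of 21 were higher (adjusted p = 3.8e-12 from camera). In 5 of the 21 all CLs-treated samples lay above all control samples, 23.8% against 5% by chance. After the trend of the fold change with GC content and transcript length was removed, the median was 0.40. Without Control-3, in which HMOX1 was lowest, the median was 0.28. Both tests left most of the rise in place. In 1 of the 4 splits of the 6 samples that part all same-numbered pairs, the real one, the camera p-value of the whole list was as small, and with so few splits chance cannot be told apart. With fry, the adjusted p-value of the whole list was 0.0935, and over the list's alternatives it ran from 3.34e-24 to 0.0935. With the replicate number as a block, the adjusted p-value of the whole list was 3.22e-22 from camera, and HMOX1 passed the criteria. A split that mixes the groups gave a camera p-value of 3.28e-11 for this list. An antioxidant response to CLs is a hypothesis that these data cannot separate from chance with 3 samples against 3.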

How the results depend on the processing

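The number of DEGs changed with the processing. Against 2 up-regulated and 11 down-regulated genes, DESeq2's Wald test called 15 and 89, the EBSeq model 14 and 71, and edgeR with no filter on low counts 58 and 113. With the replicate block there were 12 and 56. With at least 10 counts in every sample there was 1 up-regulated gene, and with scaling by library size only there were 6 down-regulated genes beside 2 up-regulated. Median-of-ratios factors gave 3 and 15, and dropping the fold change criterion left both counts as they were. Across the 6 fits that each left out one sample, from 1 to 3 genes were up-regulated and from 2 to 6 were down-regulated. Of the 13 genes, 13 were also called by DESeq2, 12 by the EBSeq model and 13 with the replicate block, while 3 to 6 were called when a sample was left out. Chosen after seeing the data, the EBSeq model without CLs-1 called 23 and 77 genes. The replicate block with pairs 2 and 3 only, also chosen after seeing the data, called 107 and 323. That fit had 2 libraries in each group and a pair term, which leaves little from which to estimate the spread. The cause of the differences between settings was not tested.

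The cholesterol enzymes, the PPAR-alpha targets and the SRF and YAP targets kept their direction and an adjusted p-value under 0.05 in every alternative run. The largest adjusted p-values of these 3 came from fry, at 0.0255, 0.00158 and 0.0168. The NRF2 targets, with a median log2 fold change of 0.51, passed the threshold except with fry, where the adjusted p-value was 0.0935. The S phase genes had a median of 0.11 and an adjusted p-value of 0.0128, which with fry was 0.379. The medians ran from 0.053 to 0.14 across the fits that each left out one sample, and they passed the threshold in 4 of the 6. The interferon-stimulated genes passed it with the replicate block (median -0.10, adjusted p = 0.0332) and with library size only (-0.12, adjusted p = 0.0393). Across the fits that each left out one sample, their medians ran from -0.36 to 0.26. The list was lower and passed without Control-1 (adjusted p = 0.0013), Control-2 (5.02e-07) and CLs-3 (0.00509). It was higher, and also passed, without Control-3 (adjusted p = 0.00243). The 11 tested collagen and matrix genes, none of them in Fig. 2a, ran from -0.28 to -0.069 in such fits, passing without CLs-1. Without CLs-3 the direction given by camera was up (adjusted p = 0.512), while the median stayed below 0 at -0.075, with 6 of 11 genes lower. The G2/M phase genes had a camera direction that changed with the replicate block (median 0.005) and with library size only (median 0.052), with medians from -0.11 to 0.071 when a sample was left out. Without CLs-1 the G2/M list passed the threshold, with 37 of 52 genes lower (adjusted p = 0.00656). The cause was not tested.

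Genes high in CLs-1 alone numbered 35, and 97 at a minimum of 10 counts, 46 at 4 times and 26 at 16 times the highest of the others. The co-expression degree of HSD11B1 in the CLs-treated network was 36, and 21 at p under 0.01.

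For the single genes named, 762 values were recomputed, of which 560 kept their side of the criteria, 114 passed them newly, 84 no longer passed and 4 changed sign. For 15 of the 63 genes, those with too few reads for the filter, the values were set against edgeR with no filter, because the filtered test has no value for them. They account for 46 of the 762 values, 31 of the 84 and all 4 changes of sign. The 4 were STAR (-1.69), HBB (-1.98), BGN (-0.41) and THY1 (-5.09) in the EBSeq model without CLs-1, a fit chosen after seeing the data. Each of these is at the floor in the remaining libraries apart from HBB in Control-3, so the depth does not allow a direction.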

Differences from the paper's values

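The paper reports 77 up-regulated genes, against 2 here, and 143 down-regulated genes, against 11 here. Of the alternatives set before the data were examined, edgeR with no filter on low counts came within 1.5 times of both numbers, with 58 and 113. DESeq2, with 15 and 89, the EBSeq model, with 14 and 71, and the others did not. The paper's method was EBSeq, and the model written out here gave fewer genes than the paper. This model may not match the EBSeq package, which was not run, so 14 and 71 cannot serve as a repeat of the paper's calls.

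For DHCR7 in the CLs-treated network, the paper reports a degree of 38 and a k-core of 32, against 13 and 11 here on the TMM-scaled CPM. With CPM scaled by library size only, an alternative set before the data were examined, the degree was 38 and the k-core 32. Under that setting 28 of the 28 degrees and k-cores in Table 4 of the paper equalled the values here, against 8 of 28 on the TMM-scaled CPM. With log2(CPM + 1) the degree and k-core of DHCR7 were 14 and 11, and at p under 0.01 they were 4 and 4.

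The paper's Table 2 calls 13 genes, of which PDK4 and DAPK1 are called here. DESeq2's Wald test also called HOGA1, NFKBIZ, DHCR7 and LSS. The EBSeq model called PLA2G3, DHCR7, SRD5A3 and AKR1C4, and the replicate block called DHCR7 and HMOX1. With no filter on low counts, edgeR called HOGA1, NFKBIZ, DHCR7, LSS, AKR1C4 and HMOX1. Of the fits chosen after seeing the values, the EBSeq model without CLs-1 called DHCR7 and SRD5A3. The replicate block with pairs 2 and 3 only called HOGA1, NFKBIZ, TM7SF2, DHCR7, LSS, DRAM1, AKR1C4 and HMOX1. These calls are weak evidence, because that fit has few libraries from which to estimate the spread. Over all tested genes, no setting that was run called SLC27A6. It passed when the p-values were adjusted over the genes of Fig. 2a alone, as all 173 tested genes of that list did. That list was chosen on these same data.

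The paper places STAR, HSD11B1 and HSD3B2 among the most affected genes of the steroid metabolic process. Here their counts were 290, 73 and 24 in CLs-1 and at most 3, 1 and 0 in the other libraries. The filter of the main test set them aside. With no filter on low counts, edgeR called 22 of the 34 genes in the block that they belong to. STAR and HSD11B1 were among the 22 and HSD3B2 was not. The EBSeq model, which tested every gene with a read, called 0 of the 34. DESeq2 called 0 as well, but its filter for count outliers had set 10 of them aside. STAR, HSD11B1 and HSD3B2 had no adjusted p-value in DESeq2, so its 0 calls are not a negative result for them.

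The paper's results text gives more of the qRT-PCR genes as up-regulated than as down-regulated and the legend of Fig. 5 the reverse. The RNA-seq counts had 3 higher and 8 lower.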

Other observations

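The hepatocyte marker list and its tests were chosen after the counts were seen; the tests of splits and pseudogenes were not.

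HepG2 is a liver cancer line, and 25 genes typical of hepatocytes were looked up. In all 3 control libraries, 19 of the 25 were at or under 3 counts, and the median control value was 0 CPM. ALB had 0 counts in each control library, AFP at most 1, APOB, TTR, FGA, FGB and FGG 0, and HNF4A 1, 2 and 6. None of the 25 exceeded 10 counts in every control library. A count in at least 1 library was found for 19 of the 25, so most of these genes do receive reads in the table. ALB had 8, FGG 15 and SERPINA1 38 counts in CLs-1. By these 25 genes, with 19 at the floor, the control libraries showed no hepatocyte profile. Whether that departs from HepG2 cannot be decided, because no reference profile of HepG2 was used here. A mislabelled or changed culture may remain. No biological explanation was tested.

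KRT8 and KRT18 fell, with log2 fold changes of -1.21 and -1.19. The 24 tested KRT8 pseudogenes had a median of -1.01 and the 25 KRT18 pseudogenes a median of -1.29. The larger distance between a median and its parent gene was 0.199, within the 0.3 set for reads shared between copies. Reads of the parent genes may therefore account for the pseudogenes among the down-regulated genes, and 29 of the 143 down-regulated genes in Fig. 2a carry the names of such pseudogenes.

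In 1 of the 4 splits of the 6 samples that part all same-numbered pairs, the real one, 13 or more genes were called. The other 3 of these called at most 1 gene. The remaining 6 splits keep some pairs in one group and called at most 2 genes. For the cholesterol, PPAR-alpha, NRF2, and SRF and YAP lists the camera p-value was as small in 1 of 4 splits, for the S phase genes in 2 of 4, and for the G2/M, interferon and collagen lists in 4 of 4. With 4 splits the share is never under 0.05. Splits that mix the groups also gave small camera p-values, down to 5.08e-11 for the cholesterol list, 3.28e-11 for the NRF2 list and 1.73e-06 for the SRF and YAP list, so these p-values overstate the evidence.

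The paper measured the cell cycle by flow cytometry, which was not analysed here. In the RNA-seq data, 32 of 42 S phase genes were higher in the CLs-treated group, with a median log2 fold change of 0.11 (adjusted p = 0.0128 from camera). The 52 G2/M phase genes had a median of 0.025 (adjusted p = 0.956), which without CLs-1 fell to -0.11 (adjusted p = 0.00656). The interferon-stimulated genes had a median of -0.14, with 17 of 24 lower (adjusted p = 0.0513).

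Across the 11 genes of Fig. 5, the ratio of CLs-treated to control in these counts and in the bars of the figure, read by eye, had a Pearson correlation of 0.985, and on the log2 scale 0.89. Without PDK4 the values were 0.939 and 0.80. Genes are not independent replicates, and this describes the genes chosen.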
